A study of Aedes aegypti with 3 samples.

How the data were processed

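Gene expression was measured by RNA sequencing in the hindgut of wild type females of the mosquito Aedes aegypti that had taken sugar and no blood. Per the labels' protocols, mosquitoes were reared at 28°C and 70 to 80% relative humidity under 12 h of light and 12 h of dark, and females were 5 to 15 days old. Each of the 3 samples pooled 80 to 100 hindguts, which were dissected into cold buffered saline containing 0.025% Triton. RNA was extracted with TRIzol and a silica column, and libraries were built at a sequencing company with the NEBNext Ultra II kit. Whether ribosomal RNA was depleted or polyadenylated RNA selected, and which aligner, quantifier, genome build and annotation were used, is not given in the sources used here.

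The values are TPM, transcripts scaled to a fixed total, as deposited by the authors in 1 table with a column per sample. TPM divides a gene's reads by the length of its model and scales each library to a total of 1000000, so a value is a share of that library's length-corrected reads and not an absolute amount. A rise in a few abundant genes therefore lowers every other value in the same library. Columns were matched to samples by the column names given in the labels, and 0 columns were left unmatched. The 3 samples form 1 group and were taken as replicates 1, 2 and 3 in the numbering of the labels. The table holds 18728 rows with a gene symbol and 1 row without. The row without a symbol held 0.190 ± 0.028% of TPM (SD, n = 3), was left out of every gene count and of the totals behind shares, and is taken up in the closing section.

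All 18728 symbols matched the RefSeq gene table of the assembly AaegL5.0, and the rows stood in the order of that table in 100.0% of neighbouring positions. The symbols are NCBI Gene numbers preceded by LOC, apart from 53 rows of tRNA names that stand for 910 tRNA gene records sharing those names. The gene table gives a biotype for each record and no product name. Identities are therefore printed as symbols, and biotypes are those of the AaegL5.0 records, which the authors' annotation may or may not have shared. No coordinates are given because the authors' build is not stated. A comparison of 25 gene classes by product name, including the ratio of the V-type proton ATPase to the Na+/K+ ATPase and a census of peptide and amine receptors, had been planned before the data were examined and was not run, because no product names were at hand. The 38 mitochondrial gene symbols of the reference were not analysed here as named genes.

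The depth of the libraries was worked out from the table itself. When whole reads are divided by 1 fixed length per gene, ratios between libraries among genes of few reads are ratios of small whole numbers, times the ratio of what a read is worth in each library. Among genes between 0.1 and 1 TPM in both libraries, 1321 of 1704 ratios (77.5%) of replicates 1 and 2 and 1303 of 1710 ratios (76.2%) of replicates 1 and 3 fell on fractions with terms up to 12, within 3 times the rounding error. At worth ratios drawn at random 100 times, 5.38% and 5.69% did so on average. The worth of a read was estimated from these ratios and scaled to base pairs with intronless genes, whose model length equals their genomic span. For each gene above 0 in at least 2 libraries, the shortest whole length up to 60000 bp was then sought at which all 3 values became whole reads within rounding of the 4th decimal, and a solution was kept when fewer than 0.05 chance solutions were expected. This solved 12968 of 13015 such genes (99.6%) and 9345 of the 9358 genes with a mean of 1 TPM or more. Of the 12942 solved genes with a single genomic span to compare, 5 had a solved length above the span and 395 had one equal to it. Among the 9343 of them with a mean of 1 TPM or more, these numbers were 0 and 261. Because the scale in base pairs was set with genes taken to equal their span, the equal lengths are not an independent check. The first version of this search failed on simulated data because the worth of a read was not precise enough, and the estimate was then refined. With the refined estimate, on libraries simulated for the 18728 genes, 92.5% of the 9358 solved genes with a mean of 1 TPM or more received their true reads, and the solved reads summed to 97.0% of the true sum. Of the 700 wrong solutions, 698 were the true reads divided by a whole number, which shortens the length by the same factor. Read numbers below are thus inferred, and slightly low in sum. They count sequenced reads without molecular identifiers, so precision derived from them covers counting error only.

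The design holds 1 condition, and no test between conditions was made. A gene was called detected at 1 TPM or more in every library. Agreement between libraries was measured by Pearson and Spearman correlation across genes of log2(TPM + 1) for genes with a mean of 1 TPM or more, and no p-value was attached because genes are not independent replicates. Genes differing between libraries were those with a mean of 10 TPM or more whose highest and lowest libraries differed at least 2-fold on the TPM + 1 scale, a scale that understates the change of low genes. The length analysis used the solved lengths of 5725 genes with a mean of 10 TPM or more. On simulated libraries, all 200 genes changed 4-fold in 1 library and 0 of the 5483 unchanged genes were called, and a length slope set at -0.2 was found as -0.193. A 4-fold change lies far above the 2-fold limit, and these libraries were drawn with counting error alone. A coefficient of variation of 15% was used only where the inference of reads was simulated. The calls thus check that the step ran, and not its error rate in the real libraries. The genes named are, by a rule fixed with the other choices, those of highest mean TPM and those with the largest ratio between libraries. The rule also set a limit of 2 for genes without a descriptive name. This limit was read here as 2 for each of these parts, which the rule did not spell out. The analyses of biotypes, inferred reads, counting error and gene length were added after the data had been seen. Alternatives were another detection threshold, pseudocount, filter and scaling, and leaving out each replicate in turn. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.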

Results

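RNA sequencing was used to describe which genes are transcribed in the hindgut of female Aedes aegypti that had fed on sugar alone. The hindgut is the last part of the insect gut, lies behind the Malpighian tubules and recovers water and ions before excretion. The data comprised 3 libraries of wild type females, each made from a pool of 80 to 100 hindguts, and there was no second tissue, diet or genotype to compare them with. The comparisons are therefore those between replicate libraries, between genes and between gene biotypes. Expression is given in TPM, a gene's share of the length-corrected reads of its library.

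The reads behind the table were inferred from the steps between its values. The genes solved held 20131642 reads in replicate 1, 18949575 reads in replicate 2 and 19680711 reads in replicate 3. A single read on a gene of 1000 bp was worth 0.0787 TPM in replicate 1, 0.0941 TPM in replicate 2 and 0.0891 TPM in replicate 3. The 448 genes with a mean between 0.8 and 1.2 TPM and solved reads rested on a median of 17.8 reads per library, with an upper quartile of 31.1 reads. Counting error alone gives a coefficient of variation of 23.7% at that median, so that values near 1 TPM were known only coarsely in a single library.

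At 1 TPM or more, 9000 of the 18728 genes were detected in replicate 1, 9467 in replicate 2 and 9420 in replicate 3, a mean of 9296 ± 257 genes (SD, n = 3). In every library, 8792 genes (46.9%) reached this level, and 9797 did so in at least 1 library. The number detected in every library was most affected by the threshold, rising to 11011 at 0.1 TPM and falling to 6683 at 5 TPM. At higher levels, 5243 genes reached 10 TPM in every library, 979 reached 100 TPM and 160 reached 1000 TPM. By contrast, 4345 genes were listed at 0 in all 3 libraries, and 5873 genes were listed at 0 in replicate 1, 5445 in replicate 2 and 5608 in replicate 3. Replicate 1 yielded the fewest detected genes, although the most reads were solved in it. A total of 352 genes fell below 1 TPM in replicate 1 alone, compared with 76 in replicate 2 alone and 78 in replicate 3 alone.

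The transcriptome was concentrated in a small number of genes. The 10 genes of highest mean TPM accounted for 10.2 ± 0.56% of TPM (SD, n = 3), the 100 highest for 46.3 ± 3.8% and the 1000 highest for 81.8 ± 1.7%. The share of the 100 highest genes was 50.7% in replicate 1, 44.9% in replicate 2 and 43.4% in replicate 3. In replicate 1, 97 genes were enough to make up 50% of TPM, whereas 129 were needed in replicate 2 and 137 in replicate 3. Leaving out replicate 1 lowered the mean share of the 100 highest genes to 44.2%.

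**Figure D1:**
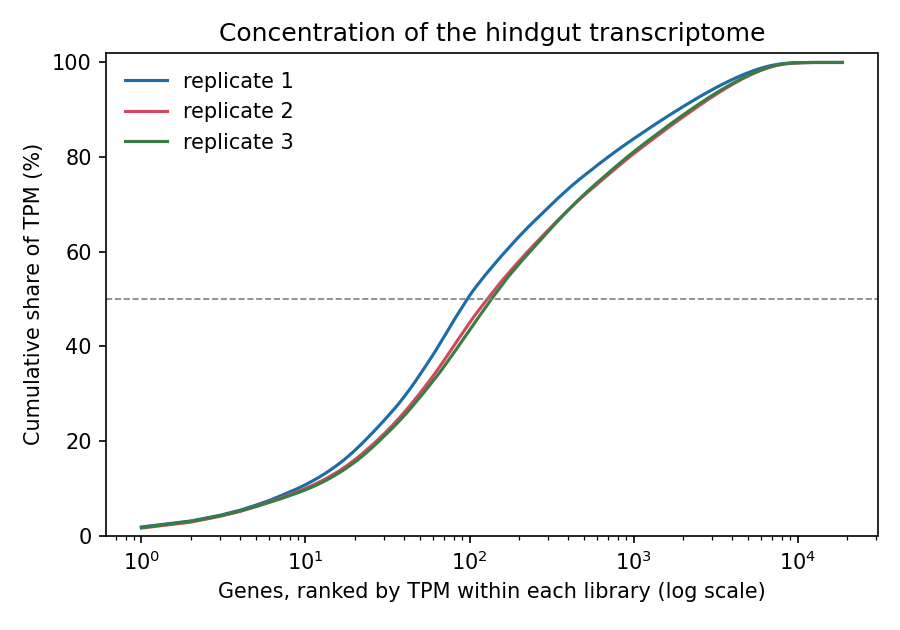
Cumulative share of TPM in percent (vertical axis) against genes ranked by TPM within each library (horizontal axis, log scale), with 1 line per replicate and a dashed line at 50%. Replicate 1 crosses the dashed line at 97 genes, before replicate 2 at 129 genes and replicate 3 at 137 genes.

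The most abundant gene was LOC5565544, a protein-coding gene at 17212 ± 1133 TPM (SD, n = 3), which alone held 1.73 ± 0.11% of TPM. It was followed by LOC5571051, recorded as a long non-coding RNA (lncRNA), at 12180 ± 1167 TPM (SD, n = 3). The difference between them exceeded the spread between replicates, since the lowest value of LOC5565544 was 16124 TPM and the highest value of LOC5571051 was 13178 TPM. Both rested on over 100000 reads in each library, with 150372 reads the smallest number, and counting error was negligible beside the replicate spread. The 10 most abundant genes ranged down to 6681 TPM and comprised 8 protein-coding genes and 2 lncRNAs. The second of these lncRNAs, LOC5565553, was singled out after its values were seen and stood at 11242 ± 1184 TPM (SD, n = 3). Its level was not distinguishable from that of LOC5571051, because its highest library, at 12606 TPM, overlapped the range of the latter. A protein-coding gene ranked between these lncRNAs, at 11805 ± 384 TPM (SD, n = 3), also lay within the range of LOC5571051. The order of these genes below LOC5565544 is thus that of their means only. The 10 highest genes were the same when the median replaced the mean, and 9 or more of them stayed among the 10 highest when any 1 replicate was left out.

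Biotypes differed in how many of their genes were detected. Of 14613 protein-coding genes, 8303 (56.8%) reached 1 TPM in every library, against 438 of 3680 lncRNAs (11.9%) and 34 of 354 pseudogenes (9.6%). Per library, 59.4 ± 1.4% of protein-coding genes and 15.3 ± 1.5% of lncRNAs were detected (SD, n = 3), a difference many times larger than the spread between replicates. Of 28 transcribed pseudogenes, 15 were detected in every library, and of 53 tRNA rows, 2 were. Detected protein-coding genes had a median of 18.3 TPM, compared with 5.1 TPM for detected lncRNAs. The detected lncRNAs were shorter, with a median solved length of 670 bp against 2080 bp, so that fewer reads stood behind a given TPM. The number of lncRNAs detected was sensitive to the threshold and fell to 172 at 5 TPM.

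**Figure D2:**
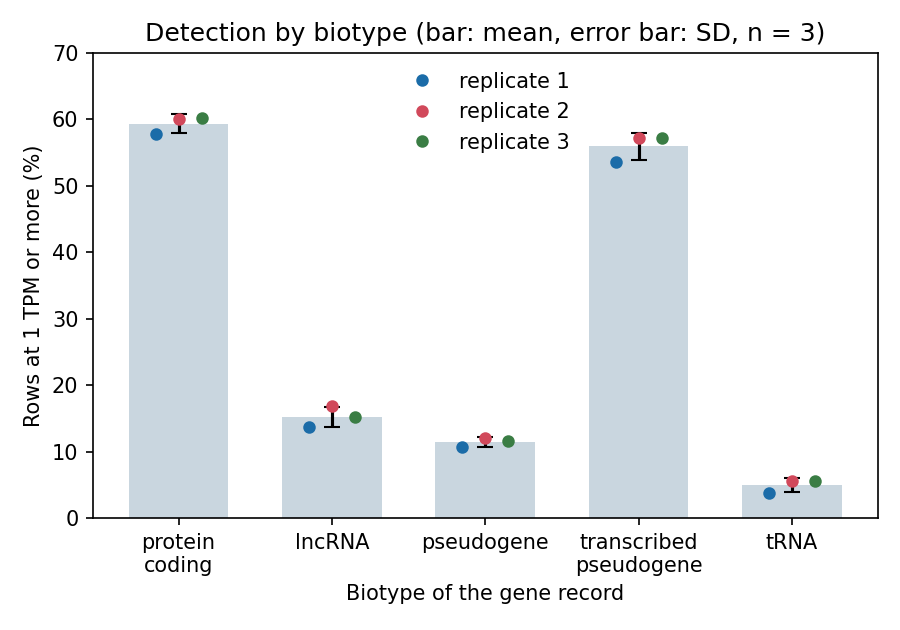
Share of rows at 1 TPM or more in percent (vertical axis) for each biotype of the AaegL5.0 gene records (horizontal axis). Bars give the mean and error bars the SD of the 3 libraries, and points give each replicate. Protein-coding genes average 59.4% and lncRNAs 15.3%, with replicate 1 the lowest in every biotype.

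Protein-coding genes held 96.2 ± 0.09% of TPM and lncRNAs 3.38 ± 0.12% (SD, n = 3). Most of the lncRNA signal came from LOC5571051 and LOC5565553, which together made up 69.5 ± 3.0% of it. Without them, lncRNAs held 1.03 ± 0.13% of TPM. No other lncRNA was among the 100 most abundant genes (0 beyond these), and 13 lncRNAs reached 100 TPM in every library, compared with 963 protein-coding genes.

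Replicate libraries resembled each other closely across genes. Over the 9358 genes with a mean of 1 TPM or more, Pearson's r of log2(TPM + 1) was 0.981 between replicates 1 and 2, 0.981 between replicates 1 and 3 and 0.987 between replicates 2 and 3. Spearman's rho was 0.976, 0.978 and 0.985 for the same pairs. The pseudocount moved the mean correlation most, from 0.983 ± 0.003 (SD of 3 pairs) to 0.971 with a pseudocount of 0.01. No value above 0 was identical in any pair of libraries (0 genes), and no library appeared to have been deposited more than once.

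Among genes with more reads, the spread between libraries was wider than counting error. For the 2463 genes with 300 to 1000 reads, the median coefficient of variation between libraries was 11.4%, whereas counting error alone gave 4.32%. For the 1078 genes with 3000 to 100000 reads, the corresponding values were 12.7% and 1.28%. The spread was thus no smaller in the second of these ranges, although counting error was. Above 100000 reads, the median spread of 12 genes was 7.24%, and counting error gave 0.25%. Even at 10 to 30 reads, the median of 35.5% over 1214 genes exceeded the 24.1% from counting.

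**Figure D3:**
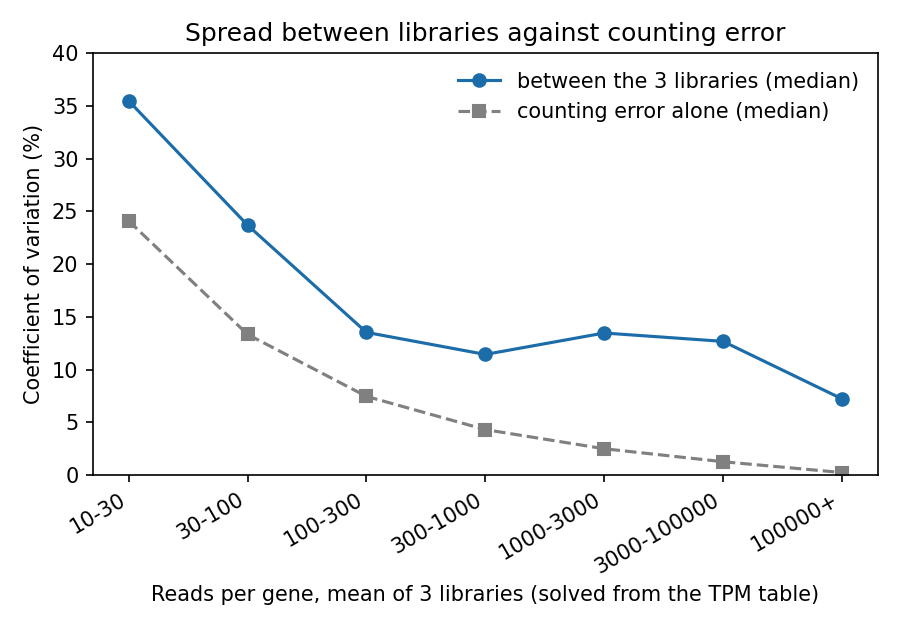
Median coefficient of variation in percent (vertical axis) for genes grouped by their mean number of solved reads (horizontal axis), between the 3 libraries (circles) and from counting error alone (squares). The spread between libraries falls from 35.5% at 10 to 30 reads to 11.4% at 300 to 1000 reads, lies at 12.7% at 3000 to 100000 reads and falls to 7.24% for the 12 genes above that, while counting error falls throughout to 0.25%.

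Of 5735 genes with a mean of 10 TPM or more, 301 (5.25%) differed at least 2-fold between their highest and lowest library on the TPM + 1 scale, and 22 differed at least 4-fold. On the same TPM + 1 scale, the median ratio of highest to lowest library was 1.23, and the 90th percentile was 1.76. The differences were not spread evenly over the libraries. Replicate 1 was the lowest library for 267 of the 301 genes and the highest for 6. This count depended on replicate 1, as 53 genes differed 2-fold when it was left out, compared with 166 without replicate 2 and 197 without replicate 3. Dividing the libraries by median-of-ratios factors, whose log2 was -0.17 for replicate 1, 0.12 for replicate 2 and 0.06 for replicate 3, raised replicate 1 relative to the other two and reduced the count to 160 genes. Replicate 1 was then the lowest for 106 of them (66.2%, against 88.7% as deposited).

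The largest ratio on the TPM + 1 scale was that of LOC5579377, an lncRNA with 1.19 TPM in replicate 1, 3.41 TPM in replicate 2 and 30.7 TPM in replicate 3. These values rested on 5, 12 and 114 solved reads, and without replicate 3 the mean of the gene was 2.30 TPM, below the filter of 10 TPM. The next was LOC5577521, also an lncRNA, with 2.68, 37.7 and 51.6 TPM in replicates 1, 2 and 3, from 32, 376 and 544 solved reads. Its mean was 30.7 ± 25.2 TPM (SD, n = 3), and 44.7 TPM without replicate 1. For both genes, the spread between replicates was nearly as large as the mean or larger.

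Ratios between libraries varied with gene length. Across 5725 genes with a mean of 10 TPM or more and a solved length, Spearman's rho between length and the log2 ratio of replicate 1 to replicate 2 was -0.61, and that for replicate 1 to replicate 3 was -0.44. For replicate 2 to replicate 3, rho was 0.38. These 3 correlations, 1 for each pair of libraries, are across genes, which are not independent replicates. When the genes were divided by length into 8 equal parts, the median ratio of replicate 1 to replicate 2 was 1.05 in the shortest part, which had a median length of 630.5 bp, and 0.644 in the longest, which had a median length of 6778 bp. The same ratio of replicate 1 to replicate 3 went from 0.983 to 0.74, and that of replicate 2 to replicate 3 from 0.959 to 1.15.

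**Figure D4:**
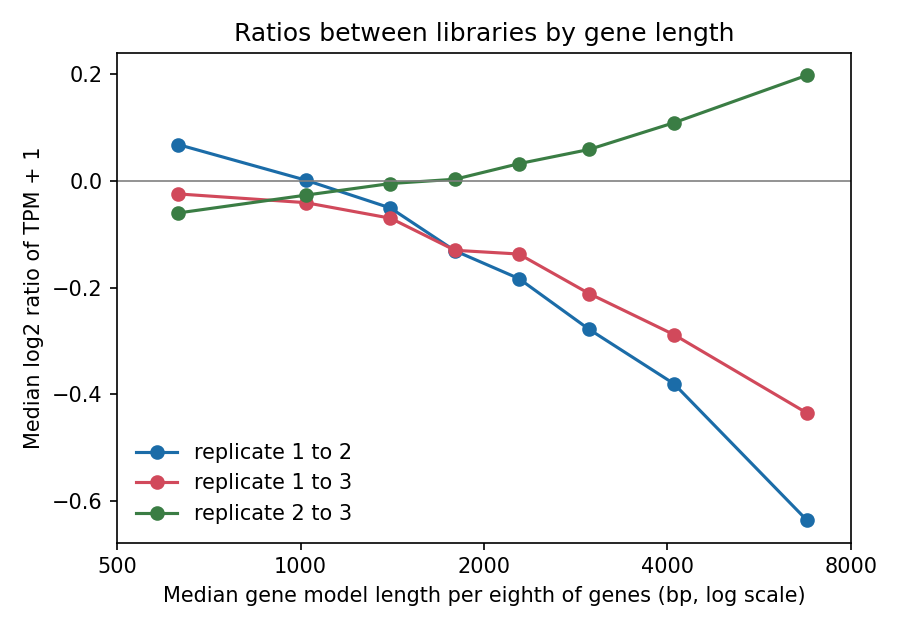
Median log2 ratio of TPM + 1 between pairs of replicates (vertical axis) against the median gene model length in bp (horizontal axis, log scale), for 5725 genes divided by length into 8 equal parts. The ratio of replicate 1 to replicate 2 falls from 0.07 to -0.64 and that of replicate 1 to replicate 3 from -0.02 to -0.43, while that of replicate 2 to replicate 3 rises from -0.06 to 0.20.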

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

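All tests of this row were chosen after its values had been seen. The row without a gene symbol is data outside the gene comparisons and carried a signal in all 3 libraries, with 2230 TPM in replicate 1, 1766 TPM in replicate 2 and 1716 TPM in replicate 3, a mean of 1904 TPM. No control library exists to set a background for it. A candidate explanation is mitochondrial genes collected under an empty symbol. That requires mitochondrial symbols to have no row of their own and nuclear symbols to have one each, and 0 of the 38 mitochondrial symbols of AaegL5.0 had a row while 0 nuclear symbols lacked one. The columns sum to 1000000 with the rows at hand, which leaves no room for another row above 0. The test could have come out the other way, but it does not show what the row contains, and other reads without a symbol stay open. If instead the row held a share of every gene's reads, its share of TPM should be equal in the libraries within counting error. It was 1.28 times as high in replicate 1 as the mean of the other two, a ratio above that of all 122 genes between 1000 and 4000 TPM, whose median was 1.01. Over 298 genes between 500 and 8000 TPM, it was above the ratio of 98.7%. These genes were matched on TPM and not on length, although ratios of replicate 1 to the other libraries varied with length. The ratio of 1.28 goes against a share that is equal in every library, but it rests on replicate 1 alone, as replicate 2 stood at 1.03 times replicate 3. With 1 deviating library the explanation stays open, as does a share that differed between libraries. No biological explanation was tested, since the design holds 1 group.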

How the results depend on the processing

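Alternatives involving read numbers, the length trend, lncRNAs as a class or the rescaling of named rows were chosen after the data had been seen. Those for LOC5565553 applied settings fixed beforehand to a gene singled out afterwards. The others were fixed beforehand, including those for the other named lncRNAs. Of 69 alternatives computed, 29 say nothing about stability, because a mean of 3 libraries moves by less than 1 SD when 1 library is left out or the median is taken. Of the other 40, 28 left the value within 1.5 times the main count, or within 1 SD between replicates, or on the same side of the threshold of a test. The remaining 12 moved it. A reversal of direction applies only to the length trend between replicates 1 and 2, and 0 of its 3 alternatives reversed it. The other results are counts, shares, means or correlations between libraries, so the absence of reversals says nothing about their stability.

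The number of detected genes stayed within 1.5 times 8792 under every alternative run, from 6683 at 5 TPM to 11011 at 0.1 TPM. Requiring 10 or more solved reads in every library gave 9486 genes. Ranking genes within each library moved the shares of TPM in the 10 and in the 100 highest genes by less than 1 SD. With each replicate left out in turn, these shares were 9.83 to 10.4% and 44.2 to 47.8%. Mean TPM ranged from 2.30 to 17.1 for LOC5579377, lowest without replicate 3, and from 20.2 to 44.7 for LOC5577521, highest without replicate 1.

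The mean correlation between libraries moved by more than its SD of 0.003 with a pseudocount of 0.1 (0.976), a pseudocount of 0.01 (0.971), all genes included (0.992) and replicate 1 left out (0.987). Leaving out each replicate in turn gave 0.981 to 0.987. Including all genes adds 4345 listed at 0 in every library, and the cause of the change with the pseudocount was not tested. The number of genes differing 2-fold was the least stable result. It was 834 with a mean of 1 TPM or more, where more genes were tested, 160 after median-of-ratios scaling and 128 after the length trend was removed. The cause of the change with median-of-ratios scaling was not tested. Leaving out each replicate gave 53 to 197, with 53 without replicate 1, 166 without replicate 2 and 197 without replicate 3, each over fewer libraries. Of the 160 and 128 genes, 151 and 124 were among the original 301. Replicate 1 was the lowest library for 96 of the 128.

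The lncRNA share of TPM fell from 3.38% to 1.03% without the 2 highest lncRNAs, and the number of lncRNAs detected fell to 172 at 5 TPM. The length trend between libraries 1 and 2 kept its sign in the 3 alternatives run, with rho of -0.50 at a mean of 1 TPM or more, -0.62 at 100 TPM or more and -0.63 in protein-coding genes only. Each had a two-sided permutation p of 0.0001, the smallest that 10000 permutations can give. These permutations treat genes as independent, which they are not, and the trend compares 2 single libraries.

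Rescaling after removal of mitochondrially encoded and ribosomal RNA genes was planned and gave no value, since no named row is recorded as either. The alternatives for gene classes, for the ATPase ratio and for receptors were not run because no product names were at hand. No paired analysis was possible because the study has 1 group. Depth limits values near 1 TPM, where a median of 17.8 reads gives a counting error of 23.7%, while at 300 to 1000 reads counting error was 4.32% against a spread between libraries of 11.4%.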

Other observations

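The tests of reads in replicate 1 and of chance among neighbours were chosen after their results had been seen. The other tests were written before their own values, but all concern patterns first noticed in these data. The test of abundance among neighbours was added once the other neighbour results were known, and the recount of genes at 1 TPM with the length trend removed was added once the lengths of those genes were known.

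The length trend between replicates 1 and 2 was seen across genes of all levels tested. Counting error would fade among deeply read genes, but rho was -0.715 among 2420 genes with 1000 or more solved reads in each library (two-sided permutation p 0.0001, the smallest possible with 10000 permutations). A trend with genomic span alone would vanish once span is held fixed, yet the partial rho of transcript length was -0.317 at fixed span (two-sided permutation p 0.0001, again the smallest possible). Span also kept a partial rho of -0.253 at fixed transcript length, so transcript length may not be the whole of it. In 147 intronless genes, where span and transcript length are the same, rho was -0.527 (two-sided permutation p 1e-05, the smallest possible with 100000 permutations). These values are consistent with transcript length bias in the RNA or the library, such as unequal RNA integrity or fragment size, as a hypothesis. The permutation p-values treat genes as independent, which they are not, and the trend compares 2 single libraries. GC content and coverage along transcripts were not tested. A difference in cell composition between pools remains open and untested, because no gene names were at hand, and the pools span females of 5 to 15 days.

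Replicate 1 had fewer genes at 1 TPM or more than the mean of the other two, by 443.5 genes, while replicates 2 and 3 differed by 47. Depth argues the other way, since replicate 1 had 1.042 times the solved reads of the mean of the other two. The 352 genes with a solved length under 1 TPM in replicate 1 alone had a median length of 2392 bp, against 1118 bp for the 154 genes under 1 TPM in replicate 2 alone or replicate 3 alone. A length trend would give such a difference by itself, which was not tested, so the difference does not show that the trend lowered the count. When the shape of the trend, estimated on genes with a mean of 10 TPM or more, was removed and the overall level of each library kept, the shortfall was 476.0 genes. This argues against the shape of the length trend as the cause, as far as the trend of more abundant genes applies near 1 TPM. The recount kept the overall level of each library, so it cannot decide whether the trend acted through that level. The shortfall was 337.0 genes when the overall level was removed along with the trend and 239.5 genes after median-of-ratios scaling. Part of the shortfall thus went with the overall level of replicate 1, and 239.5 genes remained after median-of-ratios scaling. What set that level and what accounts for the rest stay open, and no biological explanation was tested.

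Neighbouring genes deviated from their means together. For 2371 pairs of adjacent genes in the order of the table, the correlation of deviations, averaged over the 3 libraries, was 0.146, against a 95th percentile of 0.0249 in 10000 shuffles of the genes. It was 0.152 after the length trend was removed and 0.148 after the length and abundance trends were removed. With the length trend removed, it was 0.139 in the 2142 pairs whose AaegL5.0 spans do not overlap, against the 0.152 over all pairs, which argues against reads shared by overlapping gene models as the whole cause. Each exceeded every shuffle (one-sided permutation p 0.0001, the smallest possible). Reads shared by similar tandem copies were not tested, and shared regulation of neighbours also remains an untested hypothesis.

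Replicate 3 held a set of genes that stood apart. With a mean of 10 TPM or more, 35 genes were at least 2 times as high in replicate 3 as in either other library on the TPM + 1 scale, compared with 2 in replicate 1 and 2 in replicate 2. Libraries drawn 100 times with counting error alone gave 0 such genes at most, but this sets separate pools against counting noise and leaves ordinary variation between pools open. After the length trend was removed, 31 genes met this criterion in replicate 3, against 3 in replicate 1 and 3 in replicate 2, which argues against the trend as the whole cause. In the opposite direction, 81 genes were at least 2 times lower in replicate 1 than in both other libraries, and 27 were after the trend was removed. What set the genes of replicate 3 apart stays open, and no biological explanation was tested, since the design holds 1 group.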
